A study of Mus musculus with 10 samples. Its data were reported in "Hepatic MicroRNA Expression by PGC-1α and PGC-1β in the Mouse" (2019).

How the data were processed

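Hepatic miRNA profiles were measured in 10 mice of the FVB/N strain aged 4 months, 5 wild-type animals (WT) and 5 animals carrying a human PGC-1α transgene expressed in the liver (LivPGC-1α). The study states that the livers came from mice fasted overnight. One array was hybridised per animal, and all 10 arrays lay on 1 BeadChip, with the WT arrays on the first 5 positions and the LivPGC-1α arrays on the last 5. Position on the chip and genotype are therefore confounded. The labels number 5 separate liver samples per genotype, taken here as 1 mouse each, and should some share a mouse, the p-values measure only the spread between these samples.

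The authors prepared total liver RNA, hybridised it to Illumina Universal BeadChips with the manufacturer's miRNA profiling kit, and read the chips on an iScan scanner. GenomeStudio, whose version is not given in the sources used here, averaged the beads of each probe into a signal intensity, and the authors deposited these intensities without background subtraction and before any scaling between arrays. The authors deposited beside each intensity a detection p-value, which sets the probe against the negative controls of its own array. A second deposited table holds the intensity after the authors' quantile normalization of all arrays together. Its 10 columns share a median of 2052.3, rank the probes as the corresponding scanner columns do, and hold between 97.6% and 99.8% of values within 1% of the quantile-normalized values computed here, so that it is on a linear scale, is not centred and runs in the direction of the scanner signal. The miRNA names are those of the array's design. The tables list 655 probes, of which 44 carry provisional names that begin with solexa, and 65 have no chromosome assigned in the file.

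The deposited scanner intensities were quantile-normalized over the 655 probes, with values below 1 raised to 1, and log2-transformed without an offset. A probe was tested when its detection p was at most 0.01 on at least 1 array, which 513 probes met, and 142 probes met on no array. LivPGC-1α was compared with WT by limma (version 3.58.1, R 4.3.3), with lmFit and eBayes and no covariate, and p-values were adjusted by the Benjamini-Hochberg method over the tested probes. Changes are given as LivPGC-1α minus WT on the log2 scale, and a miRNA was called at an adjusted p under 0.05. The methods name no test for the arrays, and the count at an unadjusted p under 0.05 is given because that is the study's stated level. Single values per array were compared by exact two-sided permutation tests, whose smallest possible p with 5 against 5 animals is 0.00794. The number of arrays limits the precision of every value. The median standard error of a log2 change was 0.065.

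In total, 20 miRNA lists were fixed before the deposited values were examined, 2 of them with knowledge of the study's results on these arrays, and compared with all other tested probes by camera with a preset correlation of 0.01, adjusted over the lists. They comprise the miRNAs that the study measured by qPCR, regulators of PGC-1 named by the study, the miRNAs within the PGC-1β gene, markers of hepatocytes, leukocytes, erythroid cells, stellate cells with fibroblasts and smooth muscle, endothelium, biliary and other epithelium, pancreas, striated muscle and brain, the Dlk1-Dio3, Sfmbt2, X-linked, miR-17-92 and embryonic stem cell clusters, the let-7 and miR-30 families, and miRNAs of lipid and glucose metabolism. The qPCR list was chosen by the study partly on these arrays, and the Dlk1-Dio3 list was written after the study's heat map of these arrays had been seen, so neither is independent evidence. The qPCR list was matched to 7 exact mature names, a narrower match than the rule for the other lists, which also takes the other arm of a hairpin. Some members of the Sfmbt2 list are assigned to other chromosomes in the file.

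The miRNAs named are the called ones, filled to 10 per direction by the smallest unadjusted p, the qPCR list, the member of each list with the smallest p and the member with the brightest mean signal, and miR-122 and miR-378. Other miRNAs named because they stood apart on single arrays were chosen after their values were seen. For a probe detected on no array of one group, a fold is given as a lower bound, from the mean of the brighter group over the mean, in the other group, of the higher of the probe's own signal and the lowest detected signal of each array. Where a probe was detected on fewer than 3 of the other 9 arrays, the signal of 1 array over their median is given as a lower bound in the same way. Genes neighbouring a miRNA were read from a RefSeq gene table of the GRCm38.p6 assembly, in which 35 of 50 named hairpins matched 1 gene. The files name no genome build, and no coordinates are given. PGC-1α mRNA is not a target of a miRNA array, so the transgene itself was not analysed here.

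The fit was tested on simulated data made from the means and residual spread of the 513 probes, with 99 probes changed in 100 runs. For the comparison of LivPGC-1α with WT it recovered 70.8% of 1.25-fold, 88.5% of 1.5-fold and 95.0% of 2-fold changes. Recovery under the Benjamini-Hochberg adjustment depends on how many probes change. These shares therefore do not give the recovery when fewer probes change, and an uncalled miRNA may still have changed. Of the calls, 4.48% were false when the simulated values were fitted directly, and 12.7% when they were quantile-normalized again. The excess lay mainly in probes with a mean signal of at least 14852, with a mean of 7.22 false calls per run after quantile normalization and 0.53 without it. Quantile normalization can thus create calls among bright probes when many other probes change. Without any simulated change, 3 of 100 runs gave a call. The simulated probes varied independently, so the simulation says nothing of correlated lists. Each probe also had the same spread on all arrays. In the data the residual SD was higher on WT 1 (0.37), WT 3 (0.33) and WT 5 (0.37) than on the other arrays. The simulated recovery and false calls therefore may not hold for arrays of such unequal spread. Tested alternatives were 2 background corrections, scaling to the 75th percentile over probes detected on all arrays or over all probes, cyclic loess, no normalization, the authors' normalized values, 4 detection filters, an offset of 50, other variance models, array weights, the replicate number as a block, a linear term for chip position, camera with an estimated correlation, fry for a shared direction and, added after the data had been seen, for either direction, and leaving out each array in turn. Leaving out WT 1 and WT 3, or these with WT 5, was added after the data had been seen. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.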

Results

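Hepatic miRNA levels were measured on single-colour bead arrays in 5 WT and 5 LivPGC-1α mice aged 4 months, fasted overnight by the study's account. The aim was to ask which miRNAs change when the coactivator PGC-1α is overexpressed in the liver. PGC-1α is a transcriptional coactivator of mitochondrial, gluconeogenic and fatty acid oxidation genes. Of 655 probes, between 423 and 482 were detected per array. The mean was 459.6 ± 23.9 probes (SD, n = 5) in WT and 442 ± 10.3 (SD, n = 5) in LivPGC-1α, a difference within the spread between animals (exact permutation test, two-sided, p = 0.183), although without WT 5 it was −26.8 probes (exact permutation test, p = 0.0238). The median raw signal on the log2 scale was 11.03 ± 0.20 (SD, n = 5) in WT and 10.96 ± 0.05 (SD, n = 5) in LivPGC-1α (exact permutation test, p = 0.429). No miRNA was detected on all 5 arrays of one genotype and on none of the other. The closest was miR-453, detected on 5 WT arrays and 1 LivPGC-1α array. Its normalized signal was between 976 and 1072 on WT 1 to WT 4 and between 1020 and 1089 on the LivPGC-1α arrays. Only WT 5, at 4017.5, stood apart. The lowest detected signal was between 947.5 and 1046.6 on WT 1 to WT 4 and between 1035 and 1164 on the LivPGC-1α arrays. The difference in detection thus lay at the detection limit and was not a difference in signal, WT 5 apart.

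miR-34a, a p53-responsive miRNA known to target PGC-1α and SIRT1, was lower in LivPGC-1α liver, and miR-1224 was higher. The normalized signal of miR-34a was 8337 ± 565 (SD, n = 5) in WT and 4927 ± 768 (SD, n = 5) in LivPGC-1α, a 1.71-fold reduction. It fell by 0.77 ± 0.10 (SE) on the log2 scale (limma, adjusted p = 0.0143), and all 5 LivPGC-1α animals lay below all 5 WT animals. miR-1224, which lies within Vwa5b2 in the GRCm38.p6 gene table, had a signal of 1578 ± 60.9 (SD, n = 5) in WT and 1878 ± 74.7 (SD, n = 5) in LivPGC-1α. It rose 1.19-fold, or by 0.25 ± 0.04 (SE) on the log2 scale (limma, adjusted p = 0.0206), again without overlap between the groups. These 2 were the only miRNAs of 513 tested that passed at an adjusted p under 0.05 in limma. The adjusted p of miR-34a was 0.0573 without WT 2, 0.0547 without WT 5 and 0.0510 without LivPGC-1α 1, and that of miR-1224 also exceeded 0.05 in each of these cases and was 0.0567 without LivPGC-1α 2 and 0.0534 without LivPGC-1α 5. The call of miR-1224 also depended on the scaling and the variance model, as its adjusted p was 0.283 with the 75th percentile over probes detected on all arrays (change 0.12), 0.132 with cyclic loess, 0.748 without normalization and 0.0590 with a variance trend and robust eBayes, and its change was 0.44 with normexp from detection p-values. With a linear term for chip position neither passed (adjusted p = 0.696 for both), with a change of −0.58 ± 0.21 (SE) for miR-34a and 0.22 ± 0.08 (SE) for miR-1224. Nor did either pass with the replicate number as a block (limma, adjusted p = 0.107 for miR-34a and 0.182 for miR-1224). In limma 0 miRNAs were called, and 51 had an unadjusted p under 0.05, without WT 1 and WT 3, a setting chosen after the data had been seen, in which the changes were −0.79 for miR-34a and 0.25 for miR-1224 with fewer arrays, 4 were called without LivPGC-1α 3, and 80 were called with the 75th percentile over all probes.

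**Figure D1:**
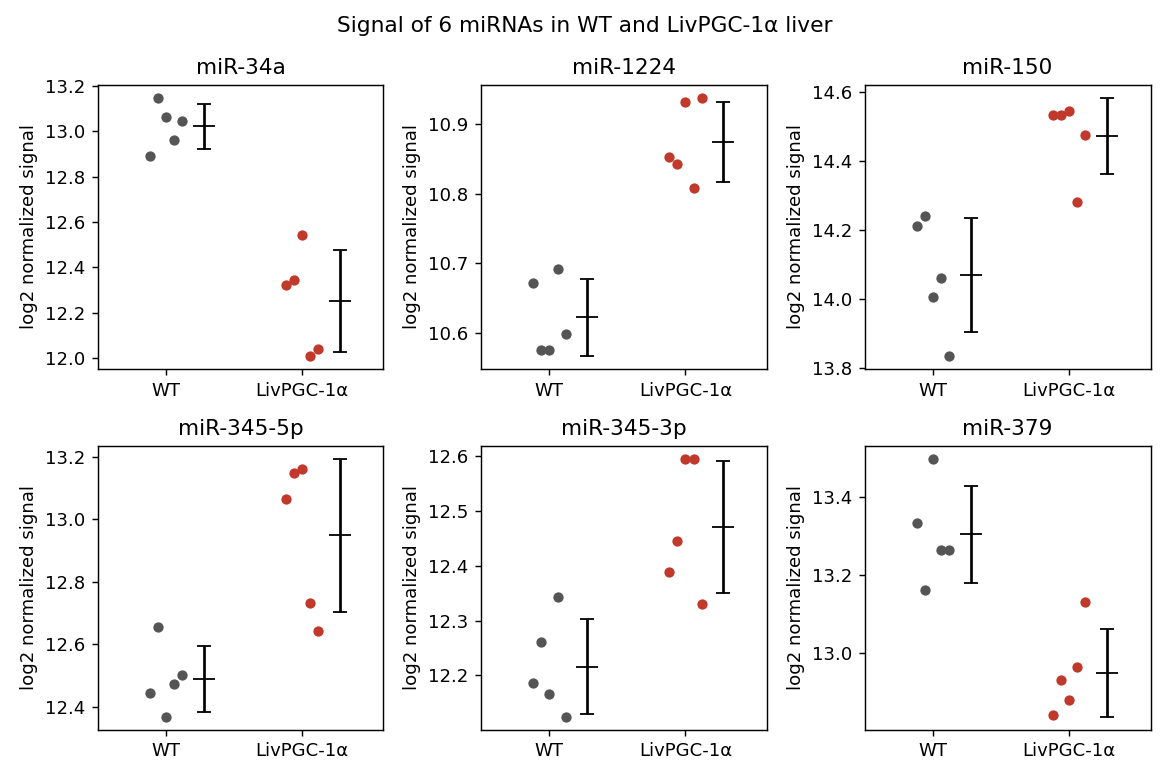
Log2 normalized signal (vertical axes, each with its own range) of 6 miRNAs in the 5 WT and 5 LivPGC-1α mice; points are animals, and bars are the mean ± SD of the group. The groups do not overlap for miR-34a, miR-1224, miR-150 and miR-379, and overlap for miR-345-5p and miR-345-3p.

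At an unadjusted p under 0.05, 74 miRNAs differed, 54 with a higher and 20 with a lower signal in LivPGC-1α, where 25.6 would be expected by chance. In 25 miRNAs the groups did not overlap, 20 of them above and 5 below WT, against 4.07 expected by chance, or 0.794% of the tested probes. The count at an unadjusted p under 0.05 was 168 with the 75th percentile over all probes, 34 without normalization and 36 with a linear term for chip position. The split between higher and lower depended on the scaling. Of the miRNAs at an unadjusted p under 0.05, 73.0% were higher in the main setting, 11.3% with the 75th percentile over probes detected on all arrays, 92.9% with that over all probes, 44.9% with cyclic loess and 44.1% without normalization. Among the higher ones that did not pass adjustment were miR-150, miR-10a, miR-181a-1*, miR-26b*, miR-425*, miR-467a*/miR-467d* and miR-345-5p, with changes between 0.16 and 0.46 on the log2 scale and adjusted p between 0.0864 and 0.105. Both provisional solexa miRNAs among the 10 highest by p, solexa-1278-371 and 1 other, differed by 0.15 and 0.41 (adjusted p = 0.105 for both). miR-10a lies within Hoxb3, miR-26b within Ctdsp1 and miR-425 within Dalrd3 in the gene table. Among the lower ones that did not pass were miR-379 (−0.36, adjusted p = 0.0864), miR-154 (−0.36), miR-674* (−0.24), miR-541 (−0.42), miR-15a (−0.16), let-7e (−0.17), miR-376c (−0.41) and miR-299* (−0.59). The provisional solexa-2011-236 was detected on 4 WT arrays and on no LivPGC-1α array, and was at least 1.13-fold brighter in WT (adjusted p = 0.122), or at least 1.03-fold without WT 5.

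**Figure D2:**
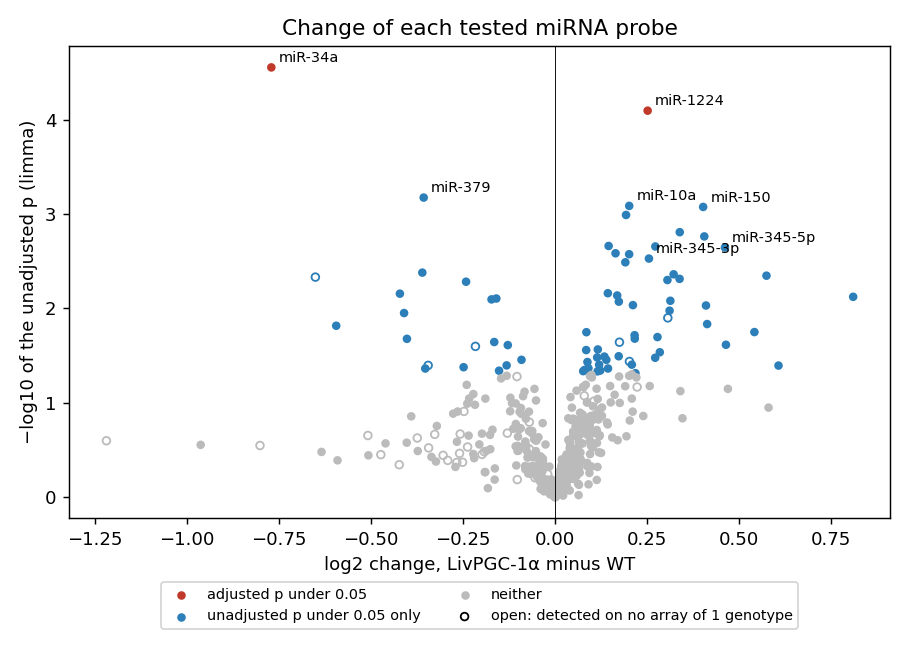
Log2 change between LivPGC-1α and WT (horizontal axis) against −log10 of the unadjusted limma p (vertical axis) for 513 tested probes; colours mark the adjusted and unadjusted thresholds. Open points are probes detected on no array of 1 genotype, whose measured change is against background. Only miR-34a and miR-1224 pass the adjusted threshold.

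The study carried 7 miRNAs to qPCR, and these address whether the arrays of LivPGC-1α liver separate them from WT. Adjusted over the list alone, 4 of 7 passed, against 1 of 7 adjusted over all tested probes. The list was chosen partly on these arrays, so the first count is not independent evidence. miR-34a was lower (list-adjusted p = 0.000196), and miR-150, miR-345-5p and miR-345-3p were higher. The signal of miR-150, a lymphocyte-enriched miRNA, was 17290 ± 1934 (SD, n = 5) in WT and 22779 ± 1662 (SD, n = 5) in LivPGC-1α, 1.32-fold higher in the latter (log2 change 0.40 ± 0.08 SE, limma, adjusted p = 0.0864 over all probes and 0.00295 over the list alone). With a linear term for chip position its change was 0.73 (adjusted p = 0.177). miR-345-5p was 1.38-fold and miR-345-3p 1.19-fold higher (limma, adjusted p = 0.105 and 0.109 over all probes, 0.00519 for each over the list alone), and with the term for chip position miR-345-5p differed by 0.79 (adjusted p = 0.466). With signals scaled to the 75th percentile over all probes these 3 passed over all probes, miR-150 at an adjusted p of 0.00673 (0.55) and both arms of miR-345 at 0.0405. Their precursor lies between Slc25a29 and Slc25a47, both mitochondrial carrier genes, in the gene table. Exact permutation tests adjusted over the 7 miRNAs gave p = 0.0278 for each of these 4. miR-146b (0.08), miR-30c-1* (0.04) and miR-677 (0.12), the last within Atp5b, did not pass on either adjustment. The study's text describes these 3 as raised in its other transgenic line, LivPGC-1β, which is not on these arrays. It describes no rise of them in LivPGC-1α, so their result here does not test that report. With the 75th percentile over probes detected on all arrays these 3 were below 0 (−0.048, −0.070 and −0.015), and 2 of 7 passed over the list alone.

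The hepatocyte list did not pass. Of its 17 tested members 14 lay above and 3 below 0, with a median log2 change of 0.017 (camera, adjusted p = 0.601), but it passed with the 75th percentile over all probes (0.18, adjusted p = 0.0237) and, narrowly, with that over probes detected on all arrays (0.047, adjusted p = 0.04999). miR-122, the dominant miRNA of hepatocytes, differed by 0.0084, and miR-802 by −0.35 (adjusted p = 0.327). miR-378 and miR-378*, which lie within the PGC-1β gene Ppargc1b, differed by −0.0037 and −0.041, and neither passed. miR-122 held between the third and the fifth rank on all arrays, and among 39 probes with a mean signal over 40000 the median absolute log2 change was 0.010, against 0.072 for the other 474. These values were 0.014 and 0.068 with cyclic loess, 0.042 and 0.099 with the 75th percentile over probes detected on all arrays, 0.18 and 0.11 with that over all probes, and 0.089 and 0.083 without normalization, so the small changes of bright probes in the main setting do not show that their levels were stable.

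The Dlk1-Dio3 cluster, an imprinted group of miRNAs on chromosome 12, was lower in LivPGC-1α by the preset test. Of 49 tested members, 39 lay below 0 and 10 above, with a median log2 change of −0.081 (camera, adjusted p = 6.2e-06), a call that was lost with an estimated correlation (adjusted p = 0.410 with an estimated correlation). At an unadjusted p under 0.05, 9 members were lower, among them miR-379, miR-154, miR-541, miR-376c and miR-299*, and 2 were higher. Adjusted over the list alone, 1 member passed. The median was −0.032 without a detection filter, −0.040 with the 75th percentile over all probes, −0.17 with that over probes detected on all arrays and −0.20 with normexp from detection p-values. The list had been written after the study's heat map of these arrays was seen and is not independent evidence. Its mean deviation was 0.09 on WT 1, 0.19 on WT 3 and 0.17 on WT 5, and between −0.099 and 0.016 on the other 7 arrays. Without WT 1 and WT 3 the median was −0.034 (camera, adjusted p = 0.0147, and adjusted p = 0.725 with an estimated correlation), and without WT 1, WT 3 and WT 5 it was −0.037 (camera, adjusted p = 0.796).

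The X-linked cluster, known for expression in the testis, also passed the preset test, but through 1 array. Of 24 tested members 20 lay below 0, with a median of −0.26 (camera, adjusted p = 0.0181, and adjusted p = 0.863 with an estimated correlation). No member was lower at an unadjusted p under 0.05, and 2 were higher, including miR-463 (0.17, adjusted p = 0.312). The list's mean deviation was 1.25 on WT 3 and between −0.11 and 0.07 on the other 9 arrays. Without WT 3 its median was 0.030 (camera, adjusted p = 0.920), and the call was also lost with the 75th percentile over probes detected on all arrays (−0.36, adjusted p = 0.139), with cyclic loess (−0.30, adjusted p = 0.178), with array weights (−0.15, adjusted p = 0.106), with a linear term for chip position (−0.23, adjusted p = 0.376) and with detection required on all arrays of 1 group (−0.023, adjusted p = 0.709) or on all 10 arrays (−0.023, adjusted p = 0.697). Its median was −0.56 with normexp from detection p-values and −0.43 with normexp and an offset of 50. When the same arrays were divided into other groups of 5 and 5, 2 or more lists passed camera with the preset correlation in 80 of 100 splits, the real one included.

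The striated muscle list stood apart on WT 1 alone. Its mean deviation there was 3.02, and between −0.14 and 0.17 on the other 9 arrays. Among its 7 tested members, 6 lay below 0, and the list did not pass (median −0.59, camera, adjusted p = 0.259), except with array weights (−1.001, adjusted p = 0.0376) and with the 75th percentile over all probes (−0.58, adjusted p = 0.0191). miR-206, a skeletal muscle miRNA, was detected on 2 WT arrays and on no LivPGC-1α array, and was at least 1.46-fold brighter in WT (adjusted p = 0.631), a bound that rests on WT 1, without which none can be given. miR-133a* differed by −0.27 (adjusted p = 0.787), and without WT 1 the sign of its change turned, to 0.12.

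**Figure D3:**
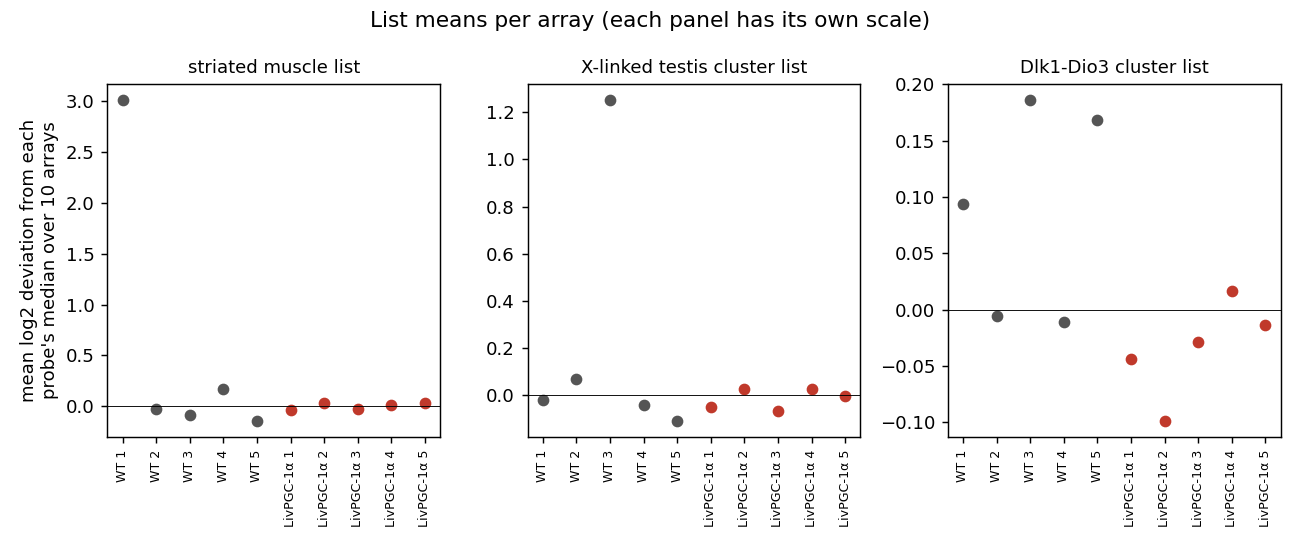
Mean log2 deviation of 3 miRNA lists on each of the 10 arrays (vertical axes, each with its own scale), taken from each probe's median over the arrays; grey points are WT and red points LivPGC-1α. The striated muscle list reaches 3.02 on WT 1, the X-linked list 1.25 on WT 3, and the Dlk1-Dio3 list is highest on WT 3, WT 5 and WT 1.

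The remaining lists did not pass in the main setting. In the Sfmbt2 cluster 24 of 32 members lay above 0, 8 of them at an unadjusted p under 0.05, with a median of 0.029 (camera, adjusted p = 0.259) that turned to −0.070 with the 75th percentile over probes detected on all arrays (camera, adjusted p = 0.667), and the list passed without WT 5 (0.063, adjusted p = 0.0274). The leukocyte list had a median of 0.025 over 12 members (camera, adjusted p = 0.357), and of 0.20 with a linear term for chip position (adjusted p = 0.000315), with miR-150 and miR-142-3p differing by 0.40 and 0.027, and 2 of 12 passed adjusted over the list alone. The regulators of PGC-1 had a median of −0.0087 over 15 members (camera, adjusted p = 0.398), in which miR-34a was the only called member and miR-29c differed by −0.010. The camera adjusted p was 0.299 for the qPCR list, 0.356 for the embryonic stem cell clusters (miR-302d 0.41, miR-293 0.085), 0.357 for biliary and other epithelium (miR-200b* 0.22, miR-31 −0.046), 0.525 for erythroid miRNAs (miR-486 −0.25, miR-451 0.0016), 0.553 for lipid and glucose metabolism, for the let-7 family (let-7e −0.17, let-7f −0.0039) and for brain miRNAs (miR-138 0.10, miR-137 −0.061). It was 0.556 for the miR-30 family (miR-30c-2* 0.12, miR-30c 0.0042), 0.601 for the miRNAs of the PGC-1β gene, 0.906 for pancreas (miR-375 −0.031), and 0.948 for endothelium (miR-126-3p 0.014, miR-126-5p 0.0053) and for stellate cells, fibroblasts and smooth muscle (miR-10b* −0.22, miR-21 0.0016). It was 0.989 for the miR-17-92 clusters (miR-17* 0.17, miR-20a −0.013). Of the 20 lists, 2 passed with the preset correlation, and 0 passed with an estimated correlation or by fry's test of a shared direction. By fry's test of change in either direction 3 passed, the lipid and glucose metabolism list (adjusted p = 2.62e-11), the regulators of PGC-1 (1.77e-06) and the qPCR list (5.11e-06), and these are the 3 lists that hold miR-34a.

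The spread between animals was compared between the groups as well. The SD of a probe was larger in WT for 67.1% of the tested probes, with a median ratio of 1.31, which did not pass (exact permutation test of the group labels on values centred on their group mean, p = 0.103). Around the group means, the SD over probes was 0.37 on WT 1, 0.33 on WT 3 and 0.37 on WT 5, against 0.17 on WT 2, 0.16 on WT 4 and between 0.11 and 0.18 on the LivPGC-1α arrays. With the 75th percentile over probes detected on all arrays, the sign of this difference turned, and without LivPGC-1α 3 the difference passed (exact permutation test, p = 0.0397).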

Values the study reported

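By its account, the study exported 655 miRNAs from the scanner software after excluding items with a detection p above 0.01, and considered a p-value under 0.05 significant. The deposited tables list 655 probes as well, but they include probes that met this limit on none of the arrays used here. In its text miR-150 was the only miRNA described as raised in LivPGC-1α mice alone, and miR-345-3p was described as raised in both transgenic lines. The other arm of miR-345 was described as higher in LivPGC-1β than in WT and in LivPGC-1α. For miR-34a the text describes a higher level in LivPGC-1β than in LivPGC-1α. It describes neither a fall of miR-34a nor a rise of that other arm in LivPGC-1α against WT.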

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

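The tests on WT 1, on testis miRNAs and the array fault on WT 3, and on the Dlk1-Dio3 cluster without WT 1 and WT 3 were chosen only after the result was seen. The tests of other X-chromosome probes and of matched random lists were planned before their values were computed, but after single values on WT 3 and the camera result had been seen. The 5 values of a genotype were checked 153 times, over overlapping measures of the same animals. In 15 checks, the gap of 1 animal to its neighbour exceeded 0.71 of the group's range. A rate of 1 in 20 would give about 7.65. The checks share animals and miRNAs, so the 15 cannot be read against that number.

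Striated muscle miRNAs were high on WT 1, where the gap was 0.901 of the range for the list's mean, 0.862 for miR-206 and 0.879 for miR-133a*. miR-133a was 24.4-fold and miR-133b 12.2-fold above the median of the other 9 arrays, and miR-206 at least 29.1-fold, miR-499 at least 10.7-fold and miR-1, the dominant miRNA of muscle, at least 2.57-fold, at a signal of 2770. Of 7 probes raised at least 2-fold, also when such bounds are used, 6 belonged to the muscle list (85.7%), and the seventh was miR-10b, where a random draw of probes would do so with p = 1.99e-12 (exact hypergeometric test, 3.98e-10 after Bonferroni adjustment over all 200 pairs of list and array). This argues against a fault that strikes probes at random, but not against every fault of the array. A candidate explanation is striated muscle RNA in that sample, which remains a hypothesis because the list was looked at after the array stood apart; 5 of its 7 members were also detected on at least 1 other array. The design gives no biological explanation for 1 WT animal, and none was tested.

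The X-linked cluster was high on WT 3, with a gap of 0.871 of the range. All 15 probes raised at least 2-fold there in measured signal belonged to it, as did all 10 that reached 2-fold as a lower bound, with miR-880 at least 7.75-fold and miR-741 at least 4.29-fold above the median of the other 9 arrays and miR-470, detected on 7 of them, 7.02-fold. A random draw of probes would do so with p = 4.69e-23 for the 15 and 6.16e-15 for the 10 (exact hypergeometric test, 9.37e-21 for the 15 after Bonferroni adjustment over all 200 pairs of list and array), which again argues only against a fault that strikes probes at random. The other 42 X-chromosome probes deviated by a median of −0.0049 ± 0.15 (SD), which argues against a higher output of the whole chromosome. Testis RNA stays open: the testis miRNAs outside the X chromosome that were detected, both arms of miR-34b, deviated by a median of 0.039, but they are only 2 probes, and miR-34c, miR-449a, miR-449b, miR-449c and miR-202 were detected on no array. No other biological explanation was tested.

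The Dlk1-Dio3 list was lower in LivPGC-1α, and its mean was highest on WT 1, WT 3 and WT 5. Without WT 1 and WT 3 its median moved from −0.081 to −0.034, and its adjusted p was 0.725 with an estimated correlation, against 0.0147 with the preset one. Whether those 2 arrays account for the shift cannot be told apart from an effect of the genotype, since 32 of 44 members still lay below 0 but no test with an estimated correlation passed with or without them. A shift shared by all dim probes is argued against, as the list's mean of −0.12 lay at percentile 0 of 10000 random lists matched on signal, whose 5th percentile was −0.050. These random lists leave out the correlation within the list, and the list was written after the study's heat map had been seen, so the percentile says nothing of whether the list itself changed. With a linear term for chip position the median was −0.093, and the list still passed with the preset correlation (camera, adjusted p = 0.000425). This does not exclude a trend along the chip, because position is confounded with genotype and the term cannot fully separate them. The preset correlation also let 2 or more lists pass in 80 of 100 splits of the arrays. Effects of position stay open. An effect of PGC-1α stays open and untested.

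The other values that stood apart were the erythroid list on WT 1 (gap 0.755 of the range), the miR-30 family on LivPGC-1α 3 (0.828, lowest), 1 provisional solexa miRNA (0.781), solexa-2011-236 (0.772) and miR-302d (0.780), all highest on LivPGC-1α 3, miR-150 lowest on LivPGC-1α 4 (0.732) and miR-677 highest on WT 2 (0.730). miR-122 was lowest on WT 5 (0.823), at 15.66 on the log2 scale against a mean of 15.72 on the other WT arrays. Its rank lay between 3 and 5 on all arrays, so this gap is a small step in rank. It had no spread in LivPGC-1α because those animals shared 1 value after quantile normalization. miR-126-5p on WT 2 and on LivPGC-1α 1, and let-7f on LivPGC-1α 5, had a gap of 1 because the other 4 animals of the group shared 1 value after quantile normalization.

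Of the possible splits of the 10 arrays into 5 and 5, 100 were drawn, the real one included. Only the real split gave as many called miRNAs (1 of 100 splits, 2 miRNAs, highest other 1) and as many at an unadjusted p under 0.05 (1 of 100 splits, 74 miRNAs, highest other 70). The real split thus ranked first among those drawn for both counts, by a small margin, and the splits not drawn were not examined. It is also the division by chip position. A part played by WT 1, WT 3 and WT 5 is not excluded for either count. The split with 70 exchanged WT 2 for LivPGC-1α 3, and the next ones, with 68, 61 and 57, also kept WT 1, WT 3 and WT 5 together, the first of them beside LivPGC-1α 3 and LivPGC-1α 4, so that a division with 3 WT and 2 LivPGC-1α arrays on one side gave nearly as many. For the lists chance is not excluded, as 80 of 100 splits gave 2 or more lists past camera with the preset correlation (real value 2, highest other 6).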

How the results depend on the processing

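The settings that leave out WT 1 and WT 3, with or without WT 5, and fry in either direction were chosen only after the data had been seen. Besides the main setting 32 were run, 10 of them leaving out 1 array. Of 2204 values of single miRNAs and list medians, 1988 kept their direction and their side of the threshold, 32 lost a call, 29 gained one and 155 changed sign, of which 151 passed no threshold on either side. In the 29 settings that refit the probes, miR-34a was below 0 throughout (−0.91 to −0.58, adjusted p 0.00454 to 0.696) and lost its call in 7, and miR-1224 was above 0 throughout (0.12 to 0.44, adjusted p 0.0141 to 0.748) and lost its call in 13. Of the gained calls, those with the 75th percentile over all probes were of miR-10a (adjusted p 0.00673), miR-150 (0.00673), miR-379 (0.0330), miR-181a-1*, miR-26b*, miR-425*, miR-467a*/miR-467d*, both arms of miR-345, miR-142-3p, miR-297a and miR-30c (0.0405 each), miR-154 (0.0420), 1 provisional solexa miRNA (0.0429), miR-126-3p (0.0466), solexa-2011-236 (0.0474), miR-26a (0.0495), the hepatocyte list (0.0237), and the striated muscle list and the miR-30 family (0.0191 each). The others were of miR-379 (0.0131) and the hepatocyte list (0.04999) with that over probes detected on all arrays, the striated muscle list with array weights (0.0376), the leukocyte list with a term for chip position (0.000315), miR-10a without WT 3 (0.0455), the Sfmbt2 cluster without WT 5 (0.0274), 1 provisional solexa miRNA (0.0274) and miR-302d (0.0478) without LivPGC-1α 3, and the biliary and other epithelium list without WT 1 and WT 3 (0.0147). The cause of the changes listed here was not tested. Signal near the background limits the dimmest probes.

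The median log2 change of all tested probes was 0.012 in the main setting, 0.075 with the 75th percentile over all probes and −0.059 with that over probes detected on all arrays. With the 75th percentile over probes detected on all arrays, 2 of the qPCR list passed adjusted over the list alone. Signs turned for miR-146b (−0.048), miR-30c-1* (−0.070), miR-677 (−0.015), miR-29c (0.034), miR-378 (0.024), miR-138 (−0.019), miR-297a (−0.00033), miR-465c-5p (−0.14), miR-20a (0.016), miR-293 (−0.015), let-7f (0.032) and miR-30c-2* (−0.00088). List medians turned for the qPCR list (−0.015), the leukocyte list (−0.0055), the brain list (−0.049), the Sfmbt2 cluster (−0.070), the miR-17-92 clusters (0.0029) and the embryonic stem cell clusters (−0.053). The log2 ratio of SDs, LivPGC-1α over WT, turned to 0.096. With that over all probes, there were 80 called miRNAs, 168 miRNAs at an unadjusted p under 0.05 and 5 lists past the threshold. Changes of the opposite sign were found for miR-29c (0.17), miR-378* (0.040), miR-378 (0.16), miR-31 (0.077), miR-137 (0.055), miR-679 (0.11), miR-465c-5p (−0.0022), miR-20a (0.15) and let-7f (0.17). Of these, miR-29c (limma, adjusted p = 0.0405) and let-7f (limma, adjusted p = 0.0472) also passed, and they are counted above as sign changes, not as gained calls. The median changed sign for the regulators of PGC-1 (0.11), the miRNAs of the PGC-1β gene (0.099), the erythroid list (0.11), the biliary and other epithelium list (0.024), the pancreas list (0.028), the miR-17-92 clusters (0.14), the let-7 family (0.13) and the lipid and glucose metabolism list (0.13). With cyclic loess, there was 1 called miRNA and 1 list past the threshold. The sign turned for miR-122 (−0.042), miR-451 (−0.050), miR-21 (−0.046), miR-126-3p (−0.020), miR-126-5p (−0.035), miR-465c-5p (−0.074) and miR-26a (−0.0098). Medians turned for the endothelial list (−0.028) and the Sfmbt2 cluster (−0.0032). Without normalization, there were 1 called miRNA and 34 miRNAs at an unadjusted p under 0.05, and 2 of the qPCR list passed adjusted over the list alone. Signs turned for miR-146b (−0.0010), miR-30c-1* (−0.023), miR-29c (0.081), miR-378 (0.072), miR-679 (0.021), miR-465c-5p (−0.089), miR-20a (0.064) and let-7f (0.079). List medians turned for the regulators of PGC-1 (0.020), the miRNAs of the PGC-1β gene (0.012), the erythroid list (0.023), the brain list (−0.0019), the Sfmbt2 cluster (−0.023), the miR-17-92 clusters (0.050), the embryonic stem cell clusters (−0.0060), the let-7 family (0.044) and the lipid and glucose metabolism list (0.043).

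With normexp from detection p-values, the median turned for the pancreas list (0.0069). With normexp and an offset of 50, the median turned for the pancreas list (0.0012). Without a detection filter, the median turned for the miR-17-92 clusters (0.0081). With detection required on all arrays of 1 group, there was 1 list past the threshold. With detection required on all 10 arrays, there was 1 list past the threshold. With a variance trend and robust eBayes, there was 1 called miRNA. With array weights, the sign turned for miR-378 (0.0034) and miR-451 (−0.0018). With a linear term for chip position, there were 0 called miRNAs and 36 miRNAs at an unadjusted p under 0.05, and 2 of the qPCR list passed adjusted over the list alone. Changes of the opposite sign were found for miR-29c (0.0011), miR-378* (0.029), miR-378 (0.024), miR-126-5p (−0.0015), miR-375 (0.080), miR-206 (1.26, though detected on no LivPGC-1α array), miR-133a* (0.78), miR-679 (0.048) and miR-20a (0.010). The median changed sign for the regulators of PGC-1 (0.0011), the miRNAs of the PGC-1β gene (0.026), the erythroid list (0.093), the pancreas list (0.022), the striated muscle list (1.02), the let-7 family (0.035) and the lipid and glucose metabolism list (0.027). With camera and an estimated correlation, there were 0 lists past the threshold. With fry for a shared direction, there were 0 lists past the threshold, and with fry in either direction 3.

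The labels do not say whether animals with the same replicate number belong together. The deviations of same-numbered animals correlated at −0.15, 0.33, −0.13, −0.12 and −0.37. These few correlations of values centred on their group means cannot decide whether the animals were paired. With the replicate number as a block, 0 miRNAs were called and 59 had an unadjusted p under 0.05.

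Leaving out WT 1 and WT 3, there were 0 called miRNAs. The sign turned for miR-451 (−1.1e-05), miR-133a* (0.080), let-7f (0.0064) and miR-30c (−0.00013). Medians turned for the regulators of PGC-1 (0.0082), the erythroid list (0.0084), the striated muscle list (0.035), the X-linked cluster (0.046), the miR-17-92 clusters (0.0070) and the let-7 family (0.0086). Leaving out WT 1, WT 3 and WT 5, there were 0 called miRNAs, and 2 of the qPCR list passed adjusted over the list alone, with 0 lists past the threshold. Signs turned for miR-30c-1* (−0.032), miR-677 (−0.068), miR-378 (0.017), miR-142-3p (−0.016), miR-451 (−0.0050), miR-126-3p (−0.0062), miR-133a* (0.0080), miR-465c-5p (−0.010), let-7f (0.0012) and miR-30c (−0.012). List medians turned for the leukocyte list (−0.015), the stellate, fibroblast and smooth muscle list (−0.0022), the endothelial list (−0.0026) and the embryonic stem cell clusters (−0.016). In the same order, 51 and 53 miRNAs had an unadjusted p under 0.05. Leaving out each array in turn gave 0 to 1 miRNAs detected on one side only, 0 to 4 called miRNAs, −26.8 to −12 for the difference in the number of detected miRNAs per array, 1 to 3 lists past the threshold and −0.57 to −0.24 for the log2 ratio of SDs. The ranges that crossed 0 were −0.011 to 0.0017 for let-7f, −0.36 to 0.030 for the X-linked cluster, −0.029 to 0.018 for the erythroid list, −0.0081 to 0.0095 for the let-7 family, −0.017 to 0.061 for the leukocyte list, −0.011 to 0.0047 for the lipid and glucose metabolism list, −0.014 to 0.022 for the miR-17-92 clusters, −0.023 to 0.033 for the pancreas list, −0.012 to 0.0063 for the regulators of PGC-1, −0.81 to 0.044 for the striated muscle list, −0.0031 to 0.013 for miR-122, −0.40 to 0.12 for miR-133a*, −0.014 to 0.050 for miR-142-3p, −0.039 to 0.0081 for miR-20a, −0.0019 to 0.0066 for miR-21, −0.0096 to 0.027 for miR-297a, −0.00089 to 0.010 for miR-30c, −0.018 to 0.10 for miR-30c-1*, −0.078 to 0.019 for miR-375, −0.019 to 0.0094 for miR-378, −0.0030 to 0.0046 for miR-451 and −0.061 to 0.076 for miR-465c-5p. The difference in detected miRNAs passed without WT 5 (−26.8, exact permutation p = 0.0238), and that in SDs without LivPGC-1α 3 (−0.57, exact permutation p = 0.0397).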

Other observations

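The test of hairpin arms was planned before its result was seen, although the changes of single arms, those of miR-345 among them, were already known. Among 104 hairpins with both arms tested, the log2 changes of the arms had a Spearman's rho of 0.167 (permutation p = 0.09) and a Pearson's r of 0.17 (permutation p = 0.082), across hairpins, which are not independent replicates. The hypothesis that changes are set at the precursor, so that both arms move together, was thus not borne out at p under 0.05 and stays undecided. Both arms pointed the same way in 59 of 104 hairpins, and both passed an unadjusted p of 0.05 in 2, miR-345 and miR-92a. Without the muscle, X-linked and Dlk1-Dio3 lists, rho was 0.058 over 87 hairpins (permutation p = 0.6).

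WT 5 held 19 probes at least 2-fold above the median of the other arrays in measured signal, 16 of them also as a lower bound, with miR-346 27.1-fold, miR-7a* 9.97-fold and miR-675-5p, detected on none of the others, at least 4.80-fold. miR-346 and miR-7a* were also raised on LivPGC-1α 1 (6.53-fold and 2.95-fold) and LivPGC-1α 3 (4.86-fold and 2.48-fold). Across probes, the deviations of WT 5 correlated with those of LivPGC-1α 1 at 0.47 and of LivPGC-1α 3 at 0.31, and with the other 7 arrays between −0.23 and 0.10. These miRNAs were chosen after their values were seen.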
